A study of Mus musculus with 8 samples. Its data were reported in "Sox9 regulates alternative splicing and pancreatic beta cell function" (2024).

How the data were processed

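Bulk RNA sequencing was carried out on pancreatic islets of 8 mice, 4 controls and 4 animals labelled as carrying a beta cell knockout of Sox9. Groups and replicate numbers were taken from the sample labels. The authors isolated RNA with the RNeasy kit and prepared strand-specific libraries with the KAPA kit. They sequenced them on an Illumina HiSeq instrument, trimmed adapters with cutadapt (1.13) and pseudoaligned the reads with kallisto (0.46.1, 100 bootstraps) to the Ensembl GRCm38 transcriptome. Pseudoalignment assigns each read to the transcripts it is compatible with and divides reads shared by several transcripts between them, so that genes with similar sequence can exchange reads. The authors then summed the estimates per gene in sleuth and tested knockout against control with a Wald test.

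One table of the series was analysed. Each of its 8 library columns holds a normalized signal per gene, which the authors made by dividing the estimated reads of a gene by a size factor of its library. The deposited columns for the group difference and the mean over libraries are on the natural log (ln) scale of the normalized value plus 0.5. Averaging the library columns on that scale gave the deposited mean and group difference within 1e-06 for 15938 of the 15985 gene symbols, and not for the other 47. The deposited p-values and q-values come from the authors' Wald test of gene totals and from a test of transcripts, whose p-values the authors aggregated to the gene by the Lancaster method. The other deposited columns used here are sleuth's model terms (the bootstrap variance and the smoothed biological variance, unit other, natural log scale). The table has 16684 lines for 16208 Ensembl gene identifiers and 15985 symbols. The 216 symbols with more than 1 line were reduced to 1 line each by dropping repeated lines and summing the distinct identifiers of a symbol. Transcript values and splicing events were not analysed here, so that the transcript-level fit, transcript usage and the shares of transcript classes that had been chosen could not be computed.

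The size factors hide the depth. Low values of genes with 1 annotated transcript fall on multiples of a single step per library, and this step was read as the value of 1 read. Between 60.9% and 67.4% of these values lay within 0.05 reads of a whole number. Dividing each library's sum by its step gave 23.1, 26.3, 13.2 and 13.5 M estimated reads in controls 1 to 4, and 11.1, 11.9, 19.2 and 19.1 M in knockouts 1 to 4. One read therefore corresponds to a normalized value between 0.656 and 1.37, which limits the precision of genes with values below about 10.

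Genes with a value above 1 in at least 4 libraries were kept. Values were transformed as log2(value + 0.5), and the groups were compared with limma (3.58.1, R 4.3.3) with a trended and robust variance prior, group as the single term, two-sided tests and Benjamini-Hochberg adjustment at 0.05. Count-based tools were not used because the values are scaled abundances. Fold changes are given as log2 with their standard error (SE), and group values as mean ± SD. Comparisons of single values between groups used an exact two-sided permutation test over the 70 ways to assign 4 of 8 libraries, for which the smallest possible p is 0.0286. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, adjusted over the 31 lists with more than 1 detected gene. A list's score in a library is the mean log2 value of its genes after centring each gene on the 8 libraries. Members were counted over all genes tested and adjusted over the list alone. The 32 lists, the tests, the filter, the alternatives and the rule for named genes were fixed before the data were examined, but after the study's text had been read. Named genes are Sox9, the genes past the threshold without overlap of the groups (up to 10 per direction), up to 4 members of each list by smallest p, and 25 genes taken from the study's text. Any other gene is said to have been chosen after its values were seen.

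For isoforms, the deposited aggregated q-values were used as the authors gave them. Among 13701 genes with at least 2 annotated transcripts, the number of list members with a q below 0.05 was compared with 10000 random draws of genes matched on transcript number and level. This test was chosen after the table had been seen. So was a recomputation of the authors' gene test from the deposited variance terms, in which the group difference over its standard error is referred to the normal distribution. It is called the Wald rule in the following.

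Both rules were tested on simulated data with 15960 genes in 4 against 4 libraries (10 runs), of which 200 were changed. The genes had their real means, limma's moderated variances and normal noise without correlation between genes. limma recovered 58.0% of genes changed by 1 on the log2 scale and 84.4% of those changed by 2, and 7.95% of its calls were false. The Wald rule recovered 62.9% and 87.8%, and 12.9% of its calls were false. In the simulation limma called 154.8 genes per run and the Wald rule 173.2, whereas the real data gave 9 and 193. The simulated rates therefore do not describe the real data. Camera at the preset correlation called 100 of 100 shifted lists and 1 of 100 unchanged ones, in data simulated without correlation between genes.

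The alternatives tried were leaving out each library, the replicate number as a block, median scaling, limma without trend, no filter and a minimum of 10, pseudocounts of 0.1 and 1, the acinar score as a covariate, and the Wald rule. No sign was found that the replicate number in the titles pairs the animals. Deviations of like-numbered libraries from their group means correlated at only -0.16 to 0.07 across genes, and 1 of 8 libraries matched its own number best. A pairing that leaves no such mark on expression is not excluded by this. No copies of a library were found. Within groups the SD of the log2 difference between 2 libraries was 0.353 to 0.491 over 9774 genes above 100, and no pair of libraries had more than 2 identical values. Fold changes had a Spearman correlation of -0.017 with exon length and 0.025 with GC content across 15914 genes, which are not independent replicates. Figures were drawn with matplotlib.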

Results

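Islets of Langerhans, the endocrine cell clusters of the pancreas in which insulin-secreting beta cells predominate, were profiled by bulk RNA sequencing in 8 mice aged 13 to 16 months. The 4 animals labelled knockout carried an insulin-promoter Cre recombinase and 2 floxed Sox9 alleles (Ins-Cre;Sox9fl/fl), which is meant to remove Sox9, a transcription factor of pancreatic progenitors and duct cells, from beta cells. The 4 controls were Sox9fl/fl, Sox9fl/+, Sox9+/+ and Sox9+/fl, and 0 of them carried Cre, so that the presence of Cre and the loss of Sox9 could not be separated. Estimated depth was 19.01 ± 6.68 M reads in controls and 15.3 ± 4.45 M reads in the libraries labelled knockout (SD, n = 4; exact two-sided permutation test, p = 0.371). Ins2, one of the 2 mouse insulin genes, took between 20.5% and 28.6% of each library. A single comparison follows from this design, and it asks which genes and gene groups differ between islets of Cre-carrying animals labelled knockout and islets of controls without Cre.

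Sox9 transcripts were scarce, and no difference between the groups was detected. Sox9 (chromosome 11, 112782224 to 112787760, GRCm38, plus strand) had normalized values of 23.3, 37.3, 13.4 and 13.3 in controls 1 to 4 and of 36.6, 16.4, 20.6 and 11.7 in knockouts 1 to 4. The log2 fold change was -0.02 (SE 0.44, adjusted p = 0.99), and its sign turned when control 1, control 2, knockout 2 or knockout 4 was left out. The floxed allele loses exons 2 and 3, which make up 80.8% of the annotated exon length, while exon 1 and the Sox9 of cells without Cre remain. Whether these hide a loss in beta cells was not tested. The Sox9 level did not separate the groups and so does not check the labels, and the animals are called libraries labelled knockout throughout. The study itself described a marked reduction of Sox9 by quantitative PCR on isolated islets of this knockout, and its loss by in situ hybridization. Those assays were not analysed here. The values above do not show such a reduction, and the reason for the difference was not tested.

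Between the groups, 9 genes differed at an adjusted p below 0.05, 6 higher and 3 lower in the libraries labelled knockout. Among the genes that rose, Rab39, a small GTPase of vesicle traffic, increased from 68.9 ± 14.03 to 455 ± 73.4 (SD, n = 4), a log2 fold change of 2.73 (SE 0.18, adjusted p = 7.0e-05). Clk1, a kinase that phosphorylates splicing factors of the SR family, rose from 789 ± 197 to 1682 ± 130. Arl4d, a GTPase of the ADP-ribosylation factor family, rose from 354 ± 45.7 to 739 ± 124, and Rgs11, which limits G-protein signalling, from 682 ± 112 to 1303 ± 108. The homeobox gene Six4 increased from 753 ± 118 to 1343 ± 72.6. The log2 fold changes of the last 4 genes lay between 0.85 for Six4 and 1.12 for Clk1. Of the genes that fell, Mfsd2a, a transporter of lysophosphatidylcholine, decreased from 63.4 ± 21.8 to 11.9 ± 4.13 (log2 -2.39, SE 0.35). Ocln, which encodes the tight junction protein occludin, fell from 907 ± 87.3 to 413 ± 108 (log2 -1.17, SE 0.17). Gadd45a, a gene induced by DNA damage and growth arrest, fell from 423 ± 46.3 to 216 ± 17.9 (log2 -0.97, SE 0.12). For the 8 genes other than Rab39, limma's adjusted p lay between 0.032 and 0.0434. Rab39 (ENSMUSG00000055069) lies on chromosome 9, Clk1 on chromosome 1, Arl4d on 11, Rgs11 on 17, Six4 on 12, Mfsd2a on 4, Ocln on 13 and Gadd45a on 6.

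A total of 15960 genes were tested, 45 had an adjusted p below 0.1 (31 higher, 14 lower) and 1708 an unadjusted p below 0.05. In all 9 called genes the 4 values of one group lay apart from the 4 of the other, as they did in 1014 genes (6.35%), where chance gives 2.86%. The count of 9 rested on single libraries: it was 1 without control 1, 3 without control 4, and 1 each without knockout 2, knockout 3 or knockout 4, 6 without control 3, which held little Y-linked RNA, but 58 (47 higher, 11 lower) without control 2. With the acinar score as a covariate 3 genes passed, and 193 (96 higher, 97 lower) passed the Wald rule, among them all 9.

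**Figure D1:**
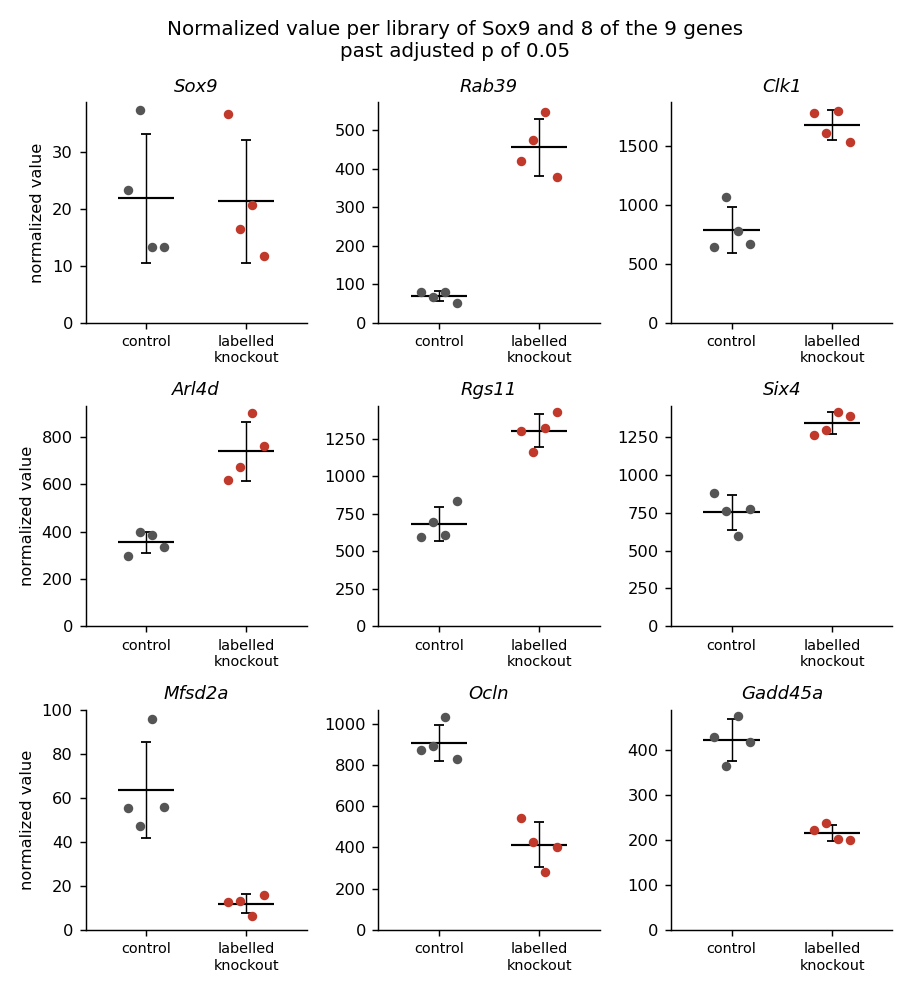
Normalized value (vertical axis, linear from 0, own scale per panel) of Sox9 and of 8 of the 9 genes past an adjusted p of 0.05 in 4 control and 4 labelled knockout libraries; each point is a library, the bar is the mean and the whisker the SD. Sox9 values overlap, whereas Rab39 lies at 455 ± 73.4 in the labelled knockouts against 68.9 ± 14.03 in controls.

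Several genes of insulin signalling, transcription, adhesion and ion transport came close to the threshold without passing it in the limma fit used. Irs2, an adaptor of insulin receptor signalling, had a log2 fold change of 1.34 (adjusted p = 0.0524), and the zinc finger gene Klf6 one of 1.33 (0.052). The potassium channel gene Kcnh6 had 0.66 (0.0776), the integrin gene Itgav -0.87 (0.061), and Txnip, which binds and inhibits thioredoxin, 1.59 (0.0991). All 5 passed the Wald rule, and Irs2, Klf6, Itgav and Txnip passed without control 2. Irs2 and Klf6 also passed with the stricter minimum and with a pseudocount of 1, and Irs2 with the replicate block and with the acinar covariate. Of 25 genes taken from the study's text for this comparison, 6 passed limma's threshold and 10 lay below 0.1. Gene-level q-values below 0.05 were given in the authors' deposited table for 19 of these 25, and for 191 of all gene symbols (95 higher, 96 lower). Among these 191 genes 188 had no overlap between the groups, and their largest unadjusted limma p was 0.00545.

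Of 5 genes at least 4-fold higher with an unadjusted p below 0.001, 3 lay within 1.08 Mb of each other on chromosome 9. They were Rab39 (start 53684110), Slc35f2 (53771538) and Crabp1 (54764748), of which the last 2 were chosen after their values were seen. Slc35f2, a solute carrier gene, had values of 3.44 ± 4.54 in controls and 70.5 ± 5.36 in the libraries labelled knockout (log2 4.94, SE 0.73, adjusted p = 0.0509). Crabp1, a retinoic acid binding protein gene, had 2.86 ± 2.97 and 58.4 ± 19.3 (log2 4.73, SE 0.75, adjusted p = 0.061). At these control levels, a few reads, the size of the fold depends on the pseudocount and on single libraries. With 1 library left out, the log2 fold change of Slc35f2 lay between 4.20 without control 3 and 5.67 without control 2, and that of Crabp1 between 4.04 without control 4 and 5.27 without control 3. Slc35f2 passed the threshold without control 2, without control 3 and with the stricter minimum, and Crabp1 without control 3. Both passed with a pseudocount of 1 and by the Wald rule, but not with a pseudocount of 0.1 (adjusted p = 0.133 for Slc35f2 and 0.134 for Crabp1). The 8 other tested genes between them had a median log2 fold change of -0.00099 and a range from -0.47 to 0.66. The other 2 of the 5 were Hmcn1 on chromosome 1, chosen after its values were seen, and Rasd1 on chromosome 11.

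**Figure D2:**
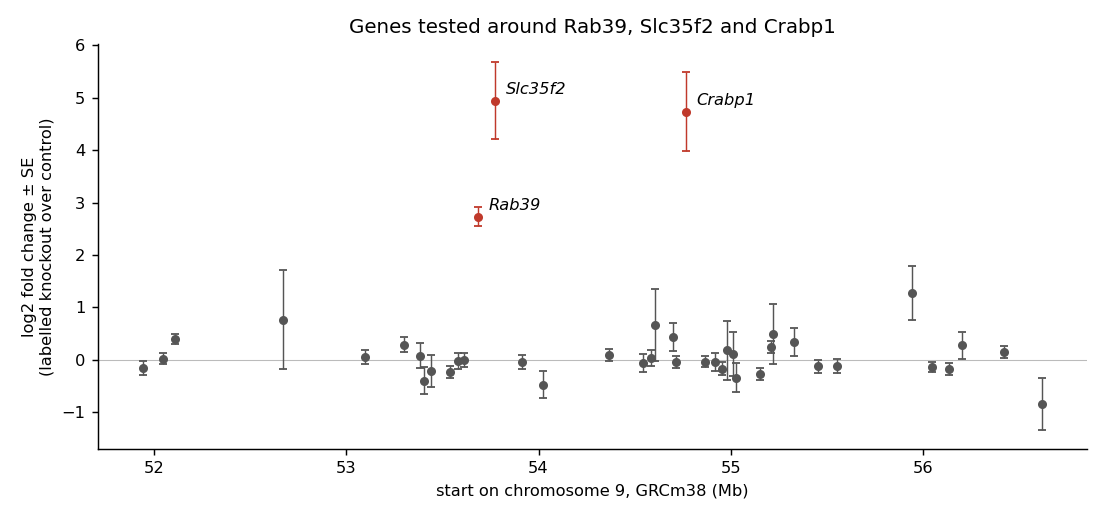
Log2 fold change (labelled knockout over control, vertical axis, bars are the SE of the fit with n = 4 per group) of the tested genes by their start on chromosome 9 in Mb (horizontal axis, GRCm38), with Rab39, Slc35f2 and Crabp1 in red and other genes in grey. The 3 named genes lie at 2.73, 4.94 and 4.73, and the 8 genes between them at -0.47 to 0.66.

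Immediate early genes, which are transcribed within minutes of a stimulus, made up the gene list with the largest median shift. Of 35 detected members 26 were higher in the libraries labelled knockout when adjusted over the list alone, 0 over all genes tested, and 0 were lower. The median log2 fold change was 1.133, with 3.45 (SE 0.75) for Fos, 2.63 (SE 0.51) for Dusp1, 2.54 (SE 0.58) for Egr1 and 2.21 (SE 0.56) for Jun. Fos had values of 2114 ± 2252 and 16131 ± 6331 (SD, n = 4). The list passed camera (adjusted p = 5.2e-22) but not with an estimated correlation (adjusted p = 0.33 with an estimated correlation). The list score was higher in 4 of 4 libraries labelled knockout than in any control (exact permutation test, p = 0.0286, adjusted p = 0.221 over 31 lists). Control 2 had the highest score of the controls, 0.23 against 0.24 in knockout 2, and without it 14 of the 35 were among the 58 genes that passed over all genes, including Fos, Egr1, Jun and Dusp1. Fos, Egr1 and Jun also passed the Wald rule. The study had named 5 of the members from these samples, so their direction is not independent evidence.

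SR proteins and their kinases, which guide the choice of splice sites, and beta cell transcription factors had smaller shifts upward. Of 23 SR proteins and kinases 5 were higher and 1 lower adjusted over the list alone, and 1 was higher over all genes, Clk1. The higher ones included Rsrp1 at a log2 of 0.79, Tra2b at 0.54 and Srsf1 at 0.33. The lower one was Srsf5 at -0.36 (SE 0.12, limma adjusted p = 0.31 over all genes). The list had a median of 0.24 and a camera adjusted p of 6.4e-06 (adjusted p = 0.31 with an estimated correlation). Of 20 beta cell transcription factors 8 were higher and 1 was lower adjusted over the list alone, 0 over all genes. Among the higher ones were Mnx1 (log2 0.93), Nkx6-1 (0.52), Mlxipl (0.50) and Rfx6 (0.48), and Pdx1 at 0.41 and Mafa at 0.48 were chosen after their values were seen. The lower one was Hnf4a, a nuclear receptor of hepatocytes and beta cells, at -1.07 (SE 0.26), also chosen after its values were seen. This list had a median of 0.33 and a camera adjusted p of 9.2e-05 (adjusted p = 0.31 with an estimated correlation). The study had named 3 members of the first list and 6 of the second from these samples, so these counts are not independent evidence.

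Markers of acinar cells, the enzyme-secreting cells that surround islets, were also higher as a list, but no member passed. The median of 27 markers was 0.90, with a log2 of 1.31 (SE 0.52) for Zg16, 1.21 (SE 0.57) for Cel and 0.91 (SE 0.51) for Ctrb1, the most abundant one and chosen after its values were seen. The camera adjusted p was 2.1e-11 (adjusted p = 0.69 with an estimated correlation), and the acinar score differed by 0.91 between groups with an SD of 0.999 in controls (exact permutation p = 0.171). It was lowest in control 2, at -1.72. Of 24 cytosolic heat shock genes 1, Dnajb4 (log2 1.004), was higher adjusted over the list alone, and Hspa1a had 1.97 (SE 0.54). That list had a camera adjusted p of 2.3e-04 (adjusted p = 0.69 with an estimated correlation), which was 0.41 without control 4. Endothelial markers, 14 genes with a median of 0.26 such as Kdr at 0.45 and Egfl7 at 0.38, had 0 members past either adjustment. Their camera adjusted p was 1.0e-03 (adjusted p = 0.69 with an estimated correlation) and 0.0986 without control 3. Of the heat shock members the study had named 2.

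Genes of tight junctions and cell adhesion were lower as a list by camera at the preset correlation. Of 27 detected members 12 were lower and 0 higher adjusted over the list alone, and 1, Ocln, was lower over all genes. Besides Ocln they included the claudin gene Cldn4 at a log2 of -1.17 (SE 0.24), the tricellulin gene Marveld2 at -0.92 (SE 0.19), Itgav at -0.87 (SE 0.14) and, chosen after its values were seen, Cldn3 at -0.53 (SE 0.12). The median was -0.31 and the camera adjusted p 1.6e-07 (adjusted p = 0.31 with an estimated correlation). The score was lower in 4 of 4 libraries labelled knockout than in any control (exact permutation p = 0.0286, adjusted p = 0.221). The study had named 4 of these members from these samples, so that they are not independent evidence.

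All 13 protein-coding genes of the mitochondrial genome had negative fold changes. Of these 10 were lower adjusted over the list alone and 0 over all genes, with a log2 of -0.50 (SE 0.12) for mt-Nd2 and -0.40 (SE 0.10) for mt-Co2. The median was -0.38 and the camera adjusted p 3.8e-06 (adjusted p = 0.63 with an estimated correlation), and the score separated the groups (exact permutation p = 0.0286, adjusted p = 0.221). Of 23 genes of cholesterol synthesis 22 had negative fold changes, such as Mvd at -0.86 (SE 0.25) and Srebf2 at -0.57 (SE 0.18), but 0 passed either adjustment. The list median was -0.40 and the camera adjusted p 1.2e-05 (adjusted p = 0.69 with an estimated correlation), with a score of 0.83 in control 3.

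Of 33 genes of endoplasmic reticulum stress and chaperones 2 were lower adjusted over the list alone and 0 over all genes. They were Trib3 at -1.18 (SE 0.24), a pseudokinase induced by the stress factor Chop, and Syvn1 at -0.53 (SE 0.13), a ubiquitin ligase that removes misfolded proteins. The median was -0.15 and the camera adjusted p 2.2e-03 (adjusted p = 0.69 with an estimated correlation). Hsp90b1 and Syvn1 had been named by the study. The 60 genes of membrane traffic and protein secretion, a theme that the study had drawn from these samples, had a median of -0.13, with Lamp2 at -0.31 and 0 members past either adjustment. The camera adjusted p was 1.1e-03 (adjusted p = 0.69 with an estimated correlation). Alpha cell markers, 13 genes with a median of -0.34, had Ttr at -0.47 and, chosen after its values were seen, Gcg, the glucagon gene, at -0.42 (SE 0.23), and 0 members passed. Their camera adjusted p of 0.0297 (adjusted p = 0.69 with an estimated correlation) became 0.0598 without control 2, 0.152 without control 3, 0.16 without knockout 3 and 0.254 with the acinar score as a covariate.

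**Figure D3:**
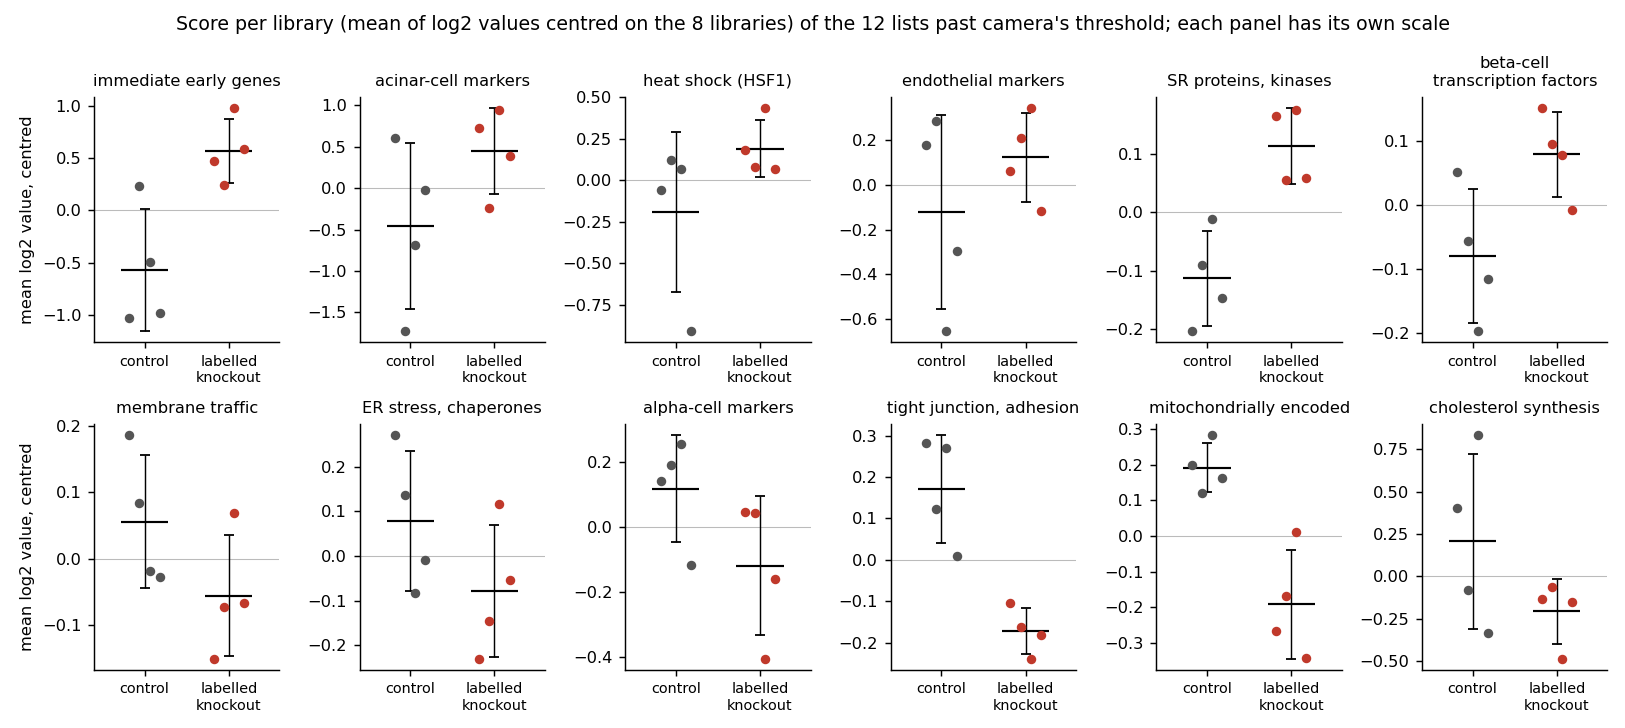
Score (vertical axis, mean log2 value of a list's genes after centring each gene on the 8 libraries, own scale per panel) of the 12 lists past camera's threshold in 4 control and 4 labelled knockout libraries; each point is a library, the bar is the mean and the whisker the SD. The groups lie apart for immediate early genes, SR proteins and their kinases, tight junction and adhesion genes and mitochondrially encoded genes, and overlap for the other 8 lists.

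The 12 lists past camera's threshold, 6 up and 6 down, all lost their call with an estimated correlation and with fry. Unadjusted, 4 lists lay below 0.05 with an estimated correlation and 5 with fry. Fry's test for change in either direction, which does not compare a list with other genes, passed for 7 lists. These were SR proteins and kinases, beta cell transcription factors, tight junction and adhesion genes, p53 targets, FoxO and insulin signalling, mitochondrially encoded genes and immediate early genes.

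FoxO and insulin signalling genes and p53 targets, themes that the study had drawn from these samples, had members on both sides and did not pass camera. Of 20 FoxO and insulin signalling genes 5 were higher, among them Irs2, Txnip and Irs1 (log2 0.74, SE 0.17), and 1, Foxo3 (log2 -0.66, SE 0.16), was lower adjusted over the list alone. The list's median was -0.11 while its mean was 0.14 and camera's direction was up (adjusted p = 0.288). Of these members the study had named 3. Of 22 p53 targets 1 was higher adjusted over the list alone, the pro-apoptotic gene Bbc3 (log2 1.23, SE 0.19). Another 4 were lower, among them Gadd45a and the stress gene Sesn2 (log2 -0.63, SE 0.18), and Gadd45a was lower over all genes. Of the 22 targets 15 had negative fold changes, and camera's direction was down (adjusted p = 0.141). The study had described several genes of its P53 pathway set, Jun and Fos among them, as positively enriched in its knockout. Jun and Fos are not on the list used here, so the gene sets differ.

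Insulin and other hormone genes of beta cells showed no difference past the threshold. Ins1 had a log2 fold change of -0.12 (SE 0.18, adjusted p = 0.85) and Ins2 one of -0.24 (SE 0.17, adjusted p = 0.65), both chosen after their values were seen. Of 28 beta cell hormone, granule and glucose sensing genes 1, the incretin receptor gene Gipr (log2 0.74, SE 0.18), was higher adjusted over the list alone, and 23 had negative fold changes (camera adjusted p = 0.107). The exocytosis machinery (0.283), peroxisomal genes (0.736), hnRNPs and core spliceosome (0.398) and nonsense-mediated decay factors (0.611) did not pass camera either, nor did the circadian clock (0.593), which had Per1 at 0.54, and cold-inducible RNA-binding genes (0.48). For peroxisomal genes, another theme drawn by the study from these samples, camera's direction was up, although the median of -0.013 and the mean of -0.005 were negative. For nonsense-mediated decay factors the median was -0.013 and the mean 0.003. Among progenitor and disallowed genes (0.428) Hes1, a target of Notch signalling that the study had named, was the 1 member higher adjusted over the list alone, with a log2 of 0.77 (SE 0.21). Cartilage targets of SOX9 (0.288) had 0 members past either adjustment. Among growth hormone and prolactin responsive genes (0.124) 1 was lower adjusted over the list alone, the prolactin receptor gene Prlr at -0.52 (SE 0.13).

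Markers of other cell types gave a camera adjusted p of 0.0728 for stellate cells and fibroblasts, 0.283 for delta and PP cells, 0.327 for ducts, 0.374 for macrophages, 0.63 for red blood cells, 0.813 for lymphocytes and 0.834 for Schwann cells and neurons. Of all these markers 1, Mbp, a myelin gene (log2 -0.58, SE 0.14), was lower adjusted over its list alone. For lymphocyte markers the median of -0.09 and camera's direction were negative and the mean of 0.04 positive. A single one of 9 adipocyte markers was detected, Fabp4 (log2 0.48, SE 0.26), so that this list was not tested.

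At the level of isoforms, the authors' deposited table gives 1 aggregated q per gene, which responds to a change of any transcript and so also to a change of the gene's total. There, in the authors' deposited table, 276 of 13701 genes with at least 2 annotated transcripts had an aggregated q below 0.05, and 7 of 30 lists held more of them than matched draws. Most members were marked among immediate early genes, 15 of 23 where 1.09 was the mean of the draws. Endoplasmic reticulum stress and chaperones had 12 of 30 (draws 1.59), hnRNPs and core spliceosome 9 of 49 (2.51), SR proteins and their kinases 8 of 23 (1.62), cytosolic heat shock genes 7 of 20 (1.18), cholesterol synthesis 7 of 22 (0.86) and FoxO and insulin signalling 3 of 16 (0.41). The adjusted p of these 7 lists lay between 7.5e-04 and 0.0253. The draws treat genes as independent, so these p-values may be too small where members of a list vary together. Camera's estimated correlation of the gene totals ran from 0.07 for FoxO and insulin signalling to 0.65 for cholesterol synthesis. FoxO and insulin signalling lost its call (adjusted p = 0.664) when genes with a gene-level q below 0.05 were left out, and the other 6 kept theirs. A gene-level q above 0.05 does not show an unchanged total, so this cannot separate a change of transcript usage from one of totals. An aggregated q below 0.05 was also given to 42 genes with 1 annotated transcript, where usage cannot change. These 7 lists held 61 of the 276 genes (22.1%).

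The chaperone genes Hsph1, Hsp90b1 and Dnaja1 and the splicing factor genes Srsf5 and Srsf6 were marked at the isoform level, while their totals did not pass the threshold. In the authors' deposited table the aggregated q was 1.6e-119 for Srsf5, 2.0e-13 for Hsph1, 1.2e-09 for Dnaja1, 4.5e-08 for Hsp90b1 and 9.9e-04 for Srsf6, and their gene-level q lay between 0.129 and 0.918. The log2 fold changes of their totals were -0.36 (SE 0.12) for Srsf5, 0.84 (SE 0.37) for Hsph1, 0.23 (SE 0.34) for Dnaja1, -0.36 (SE 0.12) for Hsp90b1 and 0.15 (SE 0.10) for Srsf6. For Srsf5 and Hsp90b1 all 4 libraries labelled knockout lay below every control. Maged1 had an aggregated q of 4.0e-08 in the authors' deposited table and a log2 of -0.10 (SE 0.11) for its total. The study had chosen these 6 genes from the same samples, so their q-values are not independent evidence, and which transcripts changed was not analysed here. For Srsf5 the study also reported PCR of intron inclusion in islets of this knockout and of a tamoxifen-inducible one. Its further evidence was splicing events in these samples, and PCR and single-cell data of human stem cell-derived beta cells. Those data were not analysed here.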

Values the study reported

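Comparing islets by genotype, the paper's gene-level test called 196 genes at a q threshold of 0.05 from 16215 with annotation, and split them into 99 lower and 97 higher in its knockout. Its transcript-level test gave a call for 315 genes. With a separate tool for splicing events, the paper arrived at 1587 events spread over 1237 loci.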

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

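Single values that stood apart from the other 3 libraries of their group were sought by a gap test (Dixon, at 1 in 20) in 222 groups of 4; 17 were found where chance gives 11.1. The test of heat shock genes against immediate early genes was chosen only after the result was seen.

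Control 2 stood apart in 5 of these. Txnip was 1662 against 688 to 770 in the other controls. Egr1 was 20502 against 3228 to 6127. Dusp1 was 6075 against 1358 to 1903. Tra2b was 1611 against 1144 to 1207. The exocytosis score was -0.0451 against 0.0604 to 0.0770.

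Knockout 3 stood apart in 6. Tra2b was 2073 against 1766 to 1816 in the other libraries labelled knockout. Dnajb4 was 2720 against 1930 to 2024. Ttr was 15803 against 21650 to 22666. Kdr was 2368 against 1864 to 1898. Pdx1 was 3040 against 2391 to 2465. The score of hnRNPs and core spliceosome was 0.0927 against -0.0749 to -0.0615.

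In control 3 Ins1 was 1134311 against 1457949 to 1485551 and Marveld2 was 599 against 326 to 355. The peroxisome score of control 1 was 0.0546 against -0.0189 to -0.00857. Hes1 was 93.5 in knockout 1 against 143 to 150, Irs1 was 357 in knockout 4 against 438 to 447, and the FoxO and insulin signalling score of knockout 2 was 0.160 against 0.0340 to 0.0555.

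Egr1 and Dusp1 in control 2 belong to the immediate early genes, whose score was 1.14 (SE 0.33) higher in the libraries labelled knockout. With the acinar score in the fit, the difference was 1.45 (SE 0.35). That fit takes 1 slope for both groups, although the scores ran differently in each. Control 2 had the lowest acinar score (-1.72) and the highest immediate early score of the controls (0.23). Knockout 3 had the highest acinar and immediate early scores of its group (0.95 and 0.98). The fit therefore cannot decide whether acinar RNA contributes. Handling stress shared with heat shock genes may contribute: within groups the scores of both lists correlated at r = 0.633 over 8 libraries (permutation p = 0.233; Spearman rho 0.667, permutation p = 0.123; r = 0.450 without the 2 farthest libraries). With 8 libraries this decides nothing, and handling stress and a response to the loss of Sox9 cannot be told apart.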

How the results depend on the processing

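Alternatives were run for the count of 9 genes, for how many of those 9 stayed past the threshold, for the 12 lists and for the fold changes of the named genes; the Wald rule was chosen after seeing the data. Leaving out 1 library at a time gave between 1 and 58 genes and kept between 1 and 9 of the 9: 1 gene without control 1, knockout 2, knockout 3 or knockout 4, 3 without control 4, 6 without control 3 or knockout 1 and 58 without control 2. Fewer libraries widen the error, and why the count rose without control 2 was not tested. limma without trend gave 1 gene, a pseudocount of 1 gave 14, the acinar score as a covariate 3 (2 of the 9) and the Wald rule 193; the cause was not tested. With the replicate number as a block, 6 genes passed, 2 of the 9 among them. Median scaling gave 6 genes, no filter 9, the stricter minimum 13 and a pseudocount of 0.1 gave 9. Rab39 passed and all 9 kept their direction under every alternative. The lists past the threshold numbered 10 to 14 when a library was left out, 13 with the block and 12 with the acinar covariate, but 0 with an estimated correlation and 0 with fry. Fold changes that turned were those of Sox9, from -0.32 to 0.27 over the left-out libraries and 0.10 with the acinar covariate, Dnaja1 (-0.081 to 0.52), Ins1 (-0.25 to 0.033) and Ddx3y (-0.26 to 1.84) over the left-out libraries, and the acinar gene Cpa1, chosen after its values were seen, -0.021 with the acinar covariate, as its construction implies. Among the other gene values 565 of the leave-one-out results kept side and direction, 51 fell short of the threshold and 17 passed it, and of those with other settings 650 were the same, 25 fell short and 43 passed. The isoform count of 7 lists, a test chosen after seeing the data, was 6 without genes past the gene-level q and 10 without matching. Transcript-level tests, transcript usage, transcript classes, size factors from counts and count-based tools were not run, since the table holds scaled gene values. With 11.1 to 26.3 M estimated reads per library, genes at a few reads, such as Slc35f2 and Crabp1 in controls, have folds that the pseudocount and single libraries move.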

Other observations

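Tests chosen only after the result was seen are the Wald rule, the genes of limma and of the Wald rule over other splits, the placement, extra copy and Cre tests on chromosome 9, the X-linked genes of control 3 and the isoform lists against matched draws.

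Genes of protein folding and of cholesterol synthesis were among those marked at the isoform level. In the authors' deposited table the members of the endoplasmic reticulum list with an aggregated q below 0.05 included Hspa5, Calr, Hyou1, Xbp1, Ddit3, Herpud1 and Sel1l, chosen after their values were seen, which between them cover folding in the endoplasmic reticulum, its stress response and the degradation of misfolded proteins. The cholesterol members included Fdps and Srebf2 and, chosen after their values were seen, Fdft1, Msmo1 and Insig1, which cover synthesis and its control. Of the beta cell transcription factors 3 of 15 were marked, Rfx6, Mlxipl and, chosen after its values were seen, Hnf4a (adjusted p = 0.0559 against matched draws), and of the genes of membrane traffic 1 of 58, Lamp2 (draws 2.60). The cold-inducible gene Rbm3 and, chosen after its values were seen, Cirbp were marked as well, 2 of 5 on their list (adjusted p = 0.154 against matched draws).

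The 9 genes past limma's threshold were tested against the other ways to part the 8 libraries into 4 and 4. Of 35 splits 1, the real one, gave as many, and the highest other count was 2. That is the smallest share 35 splits can give, and the test was chosen after the count was seen. Chance is thus argued against for the count but not excluded. For the Wald rule the count was 193 genes against 53 in the highest other split, again 1 of 35. For lists the real split gave 12 and the highest other 13, and 4 of 35 splits gave as many, so chance cannot be excluded for the number of lists. The median over the other splits was 7.5 lists.

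limma called 9 genes at an adjusted p below 0.05. That is lower than the value quoted from the study above, which rests on a different test, a Wald test. The recomputed Wald rule gave 193 genes, and 191 gene symbols had a q below 0.05 in the authors' deposited table. Counted by Ensembl identifier, that table gives 196 genes (97 higher, 99 lower), the same as the study's gene-level count. Its aggregated q lay below 0.05 for 334 Ensembl identifiers and 320 symbols. Both counts are higher than the study's transcript-level count quoted above, and the reason was not tested.

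Rab39, Slc35f2 and Crabp1 lie close together on chromosome 9 and were all higher in the libraries labelled knockout. Chance placement is argued against, since 3 of 5 random genes fell within 2 Mb in a share of 0.0001 of 10000 draws, the smallest these draws can give. An extra copy of the segment is argued against too, because the 8 other genes between them had a median log2 fold change of -0.00099 (SE 0.15) where 3 copies instead of 2 would give 0.58. A segment or an insertion carried with Cre may raise these 3 genes, and so may the loss of Sox9, which cannot be told apart because 0 control libraries carry Cre. Islets of Ins-Cre animals with intact Sox9, or reads across the region, would decide this.

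Control 3, with the genotype Sox9+/+, held little Y-linked RNA. Ddx3y was 22.6 there (1.71% of the median of the other 7 libraries, 1320), Eif2s3y 6.35 (2.32%), Kdm5d 38.3 (12.8%) and Uty 49.4 (others 412 to 577), all chosen after their values were seen. A female animal is a candidate explanation, since 4 of 4 X-linked genes that escape inactivation were highest in this library, from 1.54 times the median for Eif2s3x to 1.80 times for Kdm6a, both chosen after their values were seen, in a test that could have come out otherwise. Low depth is argued against, as 5 of 4702 autosomal genes of like level (0.106%) lay below 20% of the median of the other libraries. The study describes male animals, an exchange with an animal from outside the series stays open, and without control 3 limma called 6 genes.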
